A study of Homo sapiens with 6 samples. Its data were reported in "Targeting CDK12 disrupts estrogen-receptor chromatin recruitment and ER-MED1 transcription in advanced ER+ breast cancer" (2025).

How the data were processed

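Total RNA of LY2 cells was profiled by paired-end RNA sequencing on the BGISEQ-500 platform in 6 libraries, 3 transfected with siCDK12 and 3 with siCtrl, which the study describes as biological replicates. Per the study's methods, reads were cleaned with SOAPnuke, and the submitters' processing notes name Bowtie2, RSEM and the GRCh38 genome; the same notes name DESeq2, which the authors ran on read counts at an adjusted p of 0.05. The authors deposited FPKM per gene and library, that is, fragments normalised for transcript length and for the mapped total of the library. Read counts were not used here, so a count model could not be fitted and the branch of the planned design that called for one did not apply. Library preparation beyond the company's standard protocol was not given in the sources used here.

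Each FPKM column was matched to its library by name, and the group of every library was taken from the sample labels. The table held 17939 genes, 1159 of them at 0 in every library. FPKM is not a depth, and its sum ranged from 448633 to 461038 between libraries. Because FPKM of rarely detected genes moves in steps set by single fragments, the smallest steps of 223 to 246 low genes were compared with those of siCDK12 replicate 1; the step ratio was 1.02 for siCDK12 replicate 2, 0.975 for siCDK12 replicate 3, and 1.02, 0.904 and 0.913 for siCtrl replicates 1, 2 and 3. A smaller ratio stands for a deeper library. RSEM assigns fragments to genes in fractions, so that whole fragments were not recovered and no counting interval was computed.

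Genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with an empirical Bayes variance trend, siCDK12 against siCtrl, two-sided, with Benjamini-Hochberg adjustment over the 11533 genes tested. A gene was called at an adjusted p under 0.05 with no fold minimum. Fold changes are on the log2(FPKM + 0.1) scale, which understates changes of low genes. In data simulated from these libraries with 200 of the 11533 genes changed in this comparison, the same steps recovered 52% of genes changed by a log2 fold of 0.25, 94% at 0.5 and 100% at 1 and at 2, with 14 false among 187 calls. Values per group are given as mean ± SD over 3 libraries.

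After the paper was read and before the data were examined, 33 gene lists were fixed. Among them were estrogen response, DNA repair, p53, interferon and junction genes, the neighbours of CDK12 on chromosome 17 and markers of other cell types. In all, 29 lists had at least 3 tested members. Each was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, each adjusted over the 29 lists. The list of mitochondrially encoded genes had 0 of its 13 members in the table and was not analysed here. The genes named were CDK12, CCNK, CDK13, MED1 and the 6 ER genes named by the study; the 5 largest rises and 5 largest falls among called genes whose groups did not overlap and whose higher group mean was at least 2 FPKM, leaving out unnamed and read-through loci; and, per list, up to 3 called members with the smallest p. Not every gene that this rule takes is reported here. Other members of the marker lists are named where a list had 2 or fewer tested.

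Gene positions and spans came from the RefSeq annotation of GRCh38.p14, matched by gene ID for 17908 genes, and GC content and length from the GENCODE v44 canonical transcript, found for 17696. Partial Spearman correlations used ranks, with 95% intervals from 1000 bootstrap resamples of genes, and were repeated within quartiles of mean expression, a step chosen after seeing the data. Alternatives were other pseudocounts (1 and 0.01), no filter or a mean of at least 5 FPKM, rescaling to an equal sum, median-ratio scaling, quantile normalization, other variance estimates, a replicate block, a fold minimum and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.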

Results

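RNA was sequenced from LY2 cells, an estrogen receptor-positive (ER+), endocrine-resistant breast cancer cell line. Cells received 30 nmol/L of an siRNA pool against CDK12 (siCDK12) or of a non-targeting pool (siCtrl) and were harvested after 48 hours, with 3 libraries in each group. CDK12 is a cyclin-dependent kinase that acts on RNA polymerase II during elongation, and the comparison asks which transcripts depend on it in endocrine-resistant cells. The table held FPKM, a fragment count normalised for transcript length and library total, for 17939 genes, of which 11533 had a mean of at least 1 FPKM and were tested. Between 11488 and 11538 genes reached 1 FPKM in each library, and the 10 most abundant genes made up between 6.19% and 6.41% of the FPKM sum. Libraries correlated more closely within a group (Pearson r from 0.9955 to 0.9966 across genes) than between groups (0.9897 to 0.9913), and the first principal component, with 55.9% of the variance, separated siCDK12 from siCtrl.

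CDK12 transcript was lower in every siCDK12 library than in any siCtrl library. CDK12 (chromosome 17, 39461486 to 39567559, GRCh38) stood at 2.23, 2.83 and 2.44 FPKM in the siCDK12 libraries against 11.17, 10.7 and 10.3 FPKM in the siCtrl libraries, a mean of 2.5 ± 0.304 (SD, n = 3) against 10.7 ± 0.435 (SD, n = 3). The log2 fold change was -2.06 (SE 0.0852, limma adjusted p = 3.17e-07), and the exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow. CCNK, the cyclin partner of CDK12, rose slightly, from 62.9 ± 0.874 to 68.7 ± 0.219 FPKM (log2 fold change 0.13, limma adjusted p = 0.0141). The paralog CDK13 did not pass the test (log2 fold change 0.05, limma adjusted p = 0.502), and neither did MED1, a Mediator subunit and ER co-activator that lies on the same chromosome as CDK12 (log2 fold change -0.01, limma adjusted p = 0.905).

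CDK12 knockdown changed the level of many transcripts by small amounts. Among called genes with a higher group mean of at least 2 FPKM and no overlap between groups, the largest falls after CDK12 itself were in AKR1C1 (log2 fold change -1.64), SLC44A3, a choline transporter-like protein (-1.61), IQCG (-1.43) and AKR1C3 (-1.34). By the same rule the largest rises were in DEFB109B (2.17), NXPH1 (1.26), IGFL1 (1.18), ANKRD36B (1.18) and CYS1 (1.17). AKR1C1 and AKR1C3 are closely related steroid-metabolizing reductases whose reads can be shared, and their siCtrl libraries varied widely (5.02 ± 3.42 and 5.03 ± 2.55 FPKM, SD, n = 3). DEFB109B was the least certain of the rises, with 2.3 ± 0.475 FPKM against 0.743 ± 0.662 FPKM (SD, n = 3) and an adjusted p of 0.0493. Its call was lost in 9 of its 15 alternatives: with a pseudocount of 0.01 (adjusted p = 0.0986), no filter (0.146), rescaling of the libraries to one total (0.0529), median-ratio scaling (0.0542), no variance trend (0.128) and limma's robust variance estimate (0.254), and without siCDK12 replicate 1 (0.105), 2 (0.0855) or 3 (0.137). The range over all alternatives was 0.00311 to 0.254. The call of AKR1C1 was lost with the robust estimate alone (adjusted p = 0.0956; 0.00408 to 0.0956). AGR2, a secretory-pathway disulfide isomerase abundant in luminal breast cancer, fell from 360 ± 8.28 to 201 ± 7.05 FPKM (log2 fold change -0.84) with the same adjusted p as CDK12, 3.17e-07.

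**Figure D1:**
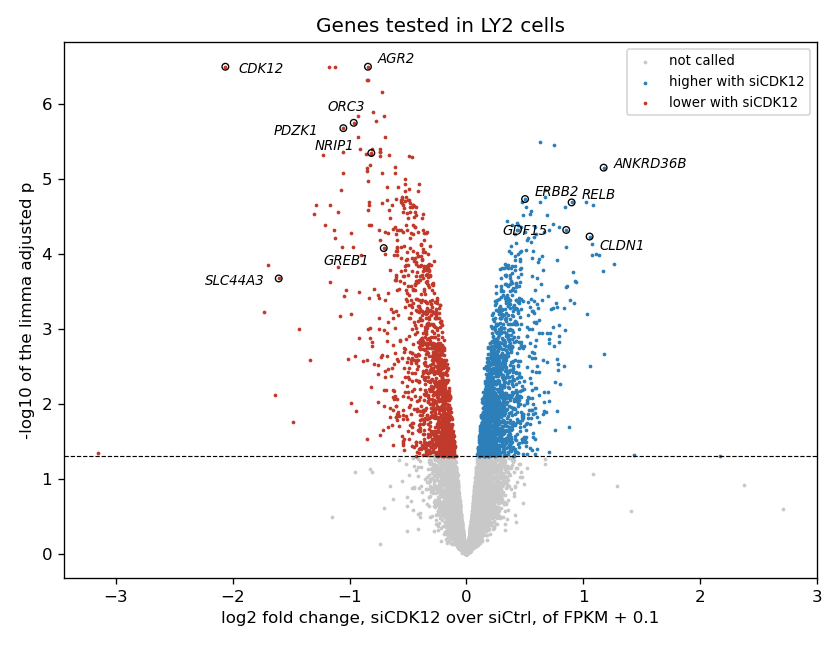
Each point is 1 of the 11533 genes tested, with the log2 fold change of siCDK12 over siCtrl on the horizontal axis and -log10 of the limma adjusted p on the vertical axis; the dashed line marks an adjusted p of 0.05. CDK12 lies farthest left among the circled genes, at -2.06, and most called genes lie within 0.5 of 0.

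In total 3269 genes passed an adjusted p of 0.05, 1853 higher and 1416 lower with siCDK12, so that 56.7% of the calls were rises. Median-ratio scaling of the libraries turned this split, with 1368 genes higher and 1681 lower (44.9% higher), and quantile normalization gave 1552 higher and 1592 lower (49.4% higher). The changes were mostly modest: the median absolute log2 fold change of called genes was 0.25, and 411 genes moved by at least 0.5, 169 of them higher and 242 lower. At a log2 fold change of at least 1 in size there were 15 rises and 30 falls. The 2 groups did not overlap in 4976 of the genes tested, 43.1%, where chance gives 10%. Without siCDK12 replicate 3, 1193 genes were higher.

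Among ER signalling genes, more fell than rose with CDK12 knockdown. ESR1, which encodes the receptor (chromosome 6, 151656672 to 152129619, GRCh38), fell from 50.9 ± 1.58 to 40.4 ± 1.29 FPKM (SD, n = 3; log2 fold change -0.33, SE 0.0398, limma adjusted p = 0.000187). Among its known targets, NRIP1, a nuclear receptor co-repressor, fell from 11.5 ± 0.388 to 6.5 ± 0.17 FPKM (log2 fold change -0.81), and GREB1, an ER cofactor, fell from 13.2 ± 0.568 to 8.08 ± 0.856 FPKM (-0.71). IGFBP4 (-0.38), ABCA3 (-0.23) and FKBP4 (-0.23) fell by less. These 6 genes were chosen by the study on these same samples, so that 6 of 6 lower, also when adjusted over the list alone, is not independent evidence of a direction. A broader list of 193 estrogen early-response genes was fixed after the paper was read and before the data were examined. It holds NRIP1, GREB1, IGFBP4, ABCA3 and FKBP4, and the study had reported estrogen response as lower in these samples. Its direction is therefore not independent evidence either. Of its 178 members tested, 72 were lower and 23 higher (81 lower and 25 higher when adjusted over the list alone), with a median log2 fold change of -0.09. With no filter 62 were lower and 15 higher. Its strongest members were PDZK1, a scaffold protein (-1.05, from 21.1 ± 1.43 to 10.1 ± 0.565 FPKM), CLIC3, an intracellular chloride channel protein (-0.93), and ANXA9, an annexin (-0.80).

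The estrogen early-response list stood apart from the other genes by camera with its preset correlation (adjusted p = 4.1e-08) but not with an estimated correlation (adjusted p = 0.419), and the 6 study-named genes gave adjusted p = 4.0e-06 and, with an estimated correlation, adjusted p = 0.419. No list among the 29 tested kept a camera call with an estimated correlation. That version also rests on the few residual degrees of freedom of 6 libraries, so it has little power after adjustment over 29 lists. The cell junction list had an estimated correlation of 0.0148, near the preset 0.01, yet its camera adjusted p went from 0.0117 to 0.419. A call lost this way is therefore weak evidence against a list whose estimated correlation is near the preset. Other lists had larger estimated correlations, such as 0.429 for the 6 study-named genes and 0.646 for the interferon-stimulated genes. For these, members that vary together also weaken the preset result. fry asks whether the genes of a list move one way without comparing them with other genes. For the estrogen early-response list and the 6 study-named genes fry gave adjusted p = 0.00161. It was not rerun under another scaling. The median log2 fold change over all tested genes was 0.03, so upward fry results may partly reflect that offset. Of 21 ER co-regulators, GATA3, a luminal transcription factor (0.21), and TLE3, a co-repressor (0.14), were among 4 that rose, and TFAP2C (-0.17) was 1 of 2 that fell, the same counts as when adjusted over the list alone. With median-ratio scaling 3 were higher and 3 lower, and 2 and 2 without siCDK12 replicate 2 or siCtrl replicate 3.

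**Figure D2:**
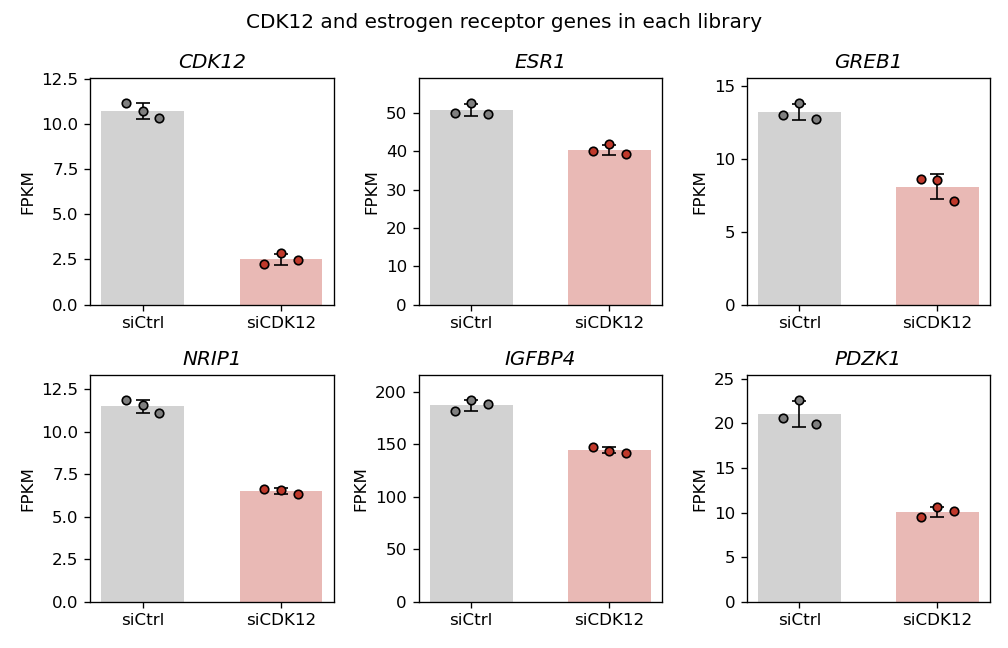
FPKM of CDK12 and 5 genes of the ER program in each library, with bars for the group mean, error bars for the SD and points for the 3 libraries of each group. For each of the 6 genes all siCDK12 points lie below all siCtrl points, as for PDZK1, with means of 10.1 and 21.1 FPKM.

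Most interferon-stimulated genes tested fell. Of 49 members, 34 were lower and 1 higher (36 and 3 when adjusted over the list alone), with a median log2 fold change of -0.33. PARP9, an antiviral ADP-ribosylation protein, fell from 29.7 ± 1.17 to 16.9 ± 2.16 FPKM (log2 fold change -0.81). SAMHD1, which depletes nucleotides available to viruses, fell by 0.70 on the log2 scale, and BST2, which tethers budding viruses, by 0.33. The list's members varied together between libraries of a group (estimated correlation 0.646). Camera's adjusted p of 3.33e-10 became an adjusted p of 0.814 with an estimated correlation, and fry did not pass (adjusted p = 0.0831). Averaged over the list relative to all libraries, siCDK12 replicate 2 (-0.01) and siCtrl replicate 2 (0.05) lay closest together. The number lower was 20 without siCDK12 replicate 1, 21 without siCDK12 replicate 3 and 22 without siCtrl replicate 1. Antigen presentation genes, 18 tested, included 6 lower and 1 higher (10 and 1 when adjusted over the list alone), among them HLA-F (-0.47) and TAP1 (-0.23) lower and TAPBP (0.16) higher, with camera adjusted p = 0.0138, adjusted p = 0.814 with an estimated correlation and a fry adjusted p of 0.0831 that did not pass. With any library left out 4 to 7 of them were lower.

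Cell junction genes included more rises than falls. Of 35 tested, 16 were higher, 1 was lower and 18 did not pass (19 and 2 when adjusted over the list alone), with a median log2 fold change of 0.12. CDH1, which encodes E-cadherin, rose from 143 ± 3.58 to 183 ± 1.33 FPKM (0.35), and the claudins CLDN1 (1.06) and CLDN9 (1.08) rose from lower levels, 1.21 ± 0.0493 and 0.93 ± 0.0529 FPKM. Camera gave adjusted p = 0.0117 for the list and, with an estimated correlation, adjusted p = 0.419, and fry gave adjusted p = 0.00161. With any library left out 11 to 16 were higher and 0 to 2 lower, and median-ratio scaling gave 12 and 3. NF-kB and immediate early genes also included more rises, 13 of 36 against 2 falls (16 and 3 when adjusted over the list alone; fry adjusted p = 0.0464), led by RELB, an NF-kB subunit (0.90), BCL3, an NF-kB regulator (0.31), and SOCS3, a suppressor of cytokine signalling (0.41). They numbered 9 higher and 4 lower without siCtrl replicate 1, 9 and 1 without siCDK12 replicate 3, and 11 to 14 higher and 1 or 2 lower without each of the others. Their camera adjusted p of 0.0234 became an adjusted p of 0.88 with an estimated correlation, and rose to 0.0745 without siCDK12 replicate 3, 0.256 without siCtrl replicate 1 and 0.103 among genes with a mean of at least 5 FPKM (0.00234 to 0.256 over all alternatives).

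Some genes of ribosome biogenesis and of glycolysis fell, though most of those tested did not pass. In the MYC target and ribosome biogenesis list 13 of 60 members were lower and 0 higher by limma, the same when adjusted over the list alone (18 lower and 2 higher at an unadjusted p under 0.05). The number lower was 7 without siCDK12 replicate 1 or 3 and 8 without siCDK12 replicate 2 or with no variance trend, and 1 was higher without siCDK12 replicate 1 or siCtrl replicate 1. The falls included LYAR, a nucleolar regulator (-0.34), CAD, an enzyme of pyrimidine synthesis (-0.29), and IMPDH2, an enzyme of guanine nucleotide synthesis (-0.20). Camera gave adjusted p = 0.00186 and, with an estimated correlation, adjusted p = 0.499, and fry gave adjusted p = 0.0273. The glycolysis and hypoxia list had 9 of 36 members lower and 2 higher, the same when adjusted over the list alone (fry adjusted p = 0.0273), with TPI1 (-0.28), PFKP (-0.23) and HIF1A (-0.26) lower. Without siCDK12 replicate 1 or 3 it had 0 higher and 9 or 7 lower, and without siCtrl replicate 1 or 3 it had 1 higher and 8 lower. Its camera adjusted p of 0.0389 became an adjusted p of 0.814 with an estimated correlation, and it missed the threshold with quantile normalization (0.073), with no filter (0.059), with a replicate block (0.0551) and without siCDK12 replicate 2 (0.085), siCDK12 replicate 3 (0.0745) or siCtrl replicate 3 (0.0929), with a range of 0.0198 to 0.0929 over all alternatives. The 78 cytosolic ribosomal protein genes held 0 calls under limma in either direction over all genes and when adjusted over the list alone, with 2 higher and 3 lower at an unadjusted p under 0.05 and a fry adjusted p of 0.879; quantile normalization gave 7 higher and 2 lower, and 4 were higher without siCtrl replicate 3. Their camera adjusted p was 0.345, and 0.0192 without siCtrl replicate 2 (0.0192 to 0.911 over all alternatives).

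DNA repair, replication and p53 lists held both rises and falls, and none of them passed camera. Of 42 homologous recombination and Fanconi genes, 9 were lower and 5 higher. FANCI (-0.55) and FANCD2 (-0.42), partners in the Fanconi pathway, were lower and FANCA (0.42) was higher. Excision and mismatch repair genes numbered 8 lower and 4 higher of 37, with the glycosylase UNG (0.21) and the ligase LIG1 (0.18) higher and the nuclease subunit ERCC4 (-0.35) lower. Both counts were the same when adjusted over the list alone. Leaving out single libraries moved both counts. The recombination list had 2 higher and 6 lower without siCtrl replicate 1 and 3 higher without siCDK12 replicate 1 or 3 or siCtrl replicate 2. The excision list had 4 higher and 3 lower without siCDK12 replicate 2 or siCtrl replicate 3, and 3 and 4 without siCDK12 replicate 1. It had 2 and 5 without siCDK12 replicate 3, 4 and 5 without siCtrl replicate 1, 2 and 4 without siCtrl replicate 2, and 3 and 2 with no variance trend. Among 52 DNA replication genes, 17 were higher and 10 lower (18 and 11 when adjusted over the list alone), and the strongest were falls of ORC3, an origin recognition subunit (-0.96), E2F7, an atypical E2F repressor (-0.91), and CDC25A, a cell cycle phosphatase (-0.83). The mitosis list gave 5 higher and 3 lower of 50 (3 and 3 when adjusted over the list alone), with NEK2 (0.34) higher and KIF15 (-0.42) and CKS1B (-0.19) lower. This split turned to 3 higher and 9 lower with median-ratio scaling, to 4 and 5 with quantile normalization and to 2 and 3 with no variance trend. It was 2 and 3 without siCtrl replicate 2, 3 and 3 without siCDK12 replicate 3, and 3 and 4 without siCDK12 replicate 1 or 2 or siCtrl replicate 3. Of 47 p53 targets, 15 rose and 5 fell (16 and 5 when adjusted over the list alone), including the stress cytokine GDF15, from 18 ± 1.86 to 32.6 ± 3.22 FPKM (0.86), the pro-apoptotic BBC3 (0.62) and, among the falls, PLK2 (-0.37). Apoptosis regulators gave 9 higher and 6 lower of 40 (10 and 6 when adjusted over the list alone) and 7 and 7 with median-ratio scaling, with BMF (0.45) and TNFRSF12A (0.33) higher. Without siCDK12 replicate 2 or 3 or siCtrl replicate 2, 3 of them were lower. fry gave adjusted p = 0.00905 for the p53 targets and 0.00656 for the apoptosis regulators, both upward, while camera gave adjusted p = 0.425 and 0.846. The medians of these 2 lists were 0.08 and 0.05, against 0.03 over all tested genes, which fry does not subtract. The lists also share members, BBC3 among them, so their results are not independent of each other.

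**Figure D3:**
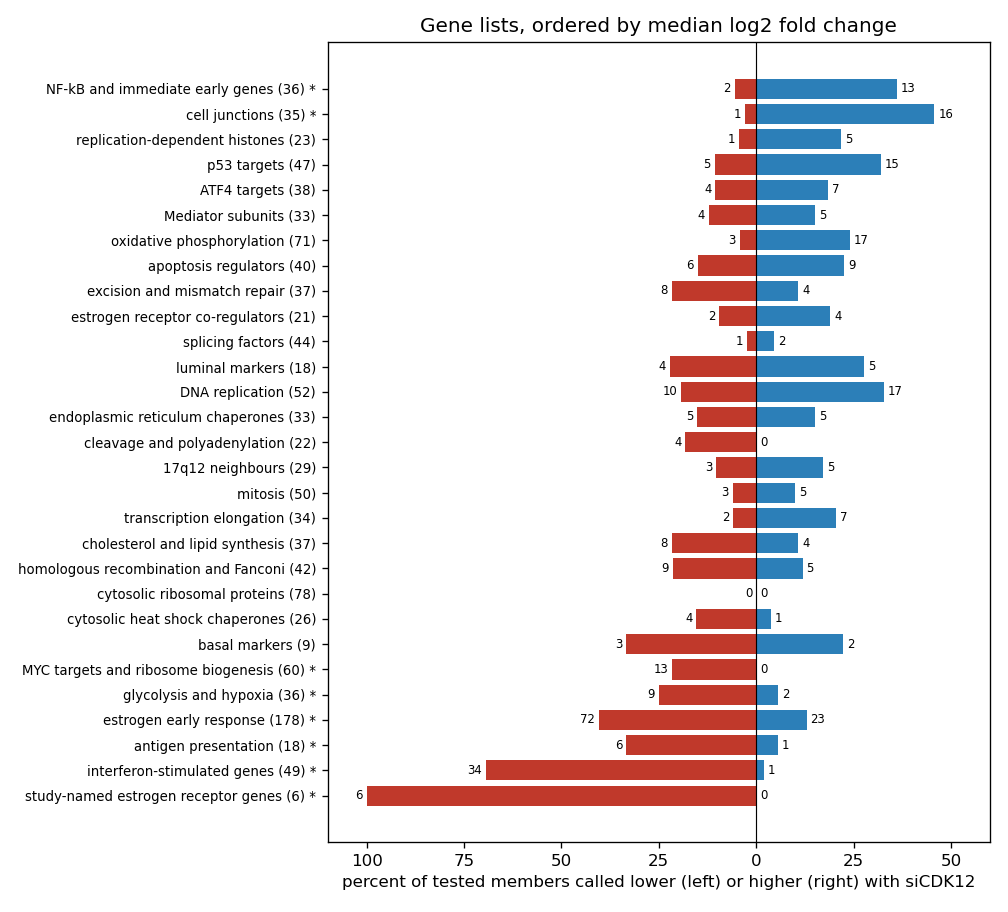
Percent of tested members of each of the 29 lists that were called higher (blue) or lower (red) with siCDK12, with the numbers called beside the bars, the number tested in parentheses and an asterisk where camera with its preset correlation gave an adjusted p under 0.05. The interferon-stimulated genes have 34 of 49 lower and the cell junction genes 16 of 35 higher. No list with an asterisk keeps it with an estimated correlation, a version with few degrees of freedom and little power over 29 lists. The estimated correlations of the lists with an asterisk ran from 0.0148 to 0.646, against the preset 0.01.

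Among genes of the transcription machinery, SYMPK (-0.77, from 40.0 ± 1.83 to 23.4 ± 0.269 FPKM) and CSTF3 (-0.60), both parts of the 3' end cleavage machinery, were among 4 of 22 cleavage and polyadenylation genes that fell, with 0 that rose by limma (5 lower and 1 higher at an unadjusted p under 0.05). Without siCDK12 replicate 1, 2 were lower. Their fry adjusted p was 0.00797, downward, their camera adjusted p 0.345, and the list's median log2 fold change, 0.01, was opposite in sign to its mean, -0.06. Of 34 elongation factors 7 were higher and 2 lower (5 and 4 with median-ratio scaling), with the negative elongation factor subunit NELFE (-0.44) lower and HEXIM1, an inhibitor of P-TEFb (0.29), and CDK7 (0.22) higher. The counts were 4 and 1 without siCDK12 replicate 2 or 3, 5 and 1 without siCDK12 replicate 1 and 6 and 1 without siCtrl replicate 1. Mediator subunits gave 5 higher and 4 lower of 33 (3 and 4 with median-ratio scaling or quantile normalization). They numbered 2 and 3 without siCDK12 replicate 2 or siCtrl replicate 1, and 3 and 3 without siCDK12 replicate 3. The 3 Mediator genes with the smallest p were lower, CDK8 (-0.36), MED24 (-0.20) and MED29 (-0.22). Yet fry over the list was upward (adjusted p = 0.0273), with a median of 0.06 against 0.03 over all tested genes, and camera gave adjusted p = 0.637. Splicing factors gave 2 higher and 1 lower of 44, 1 to 3 higher and 0 lower with any library left out, with 0 by limma in either direction when adjusted over the list alone (6 higher and 1 lower at an unadjusted p under 0.05). The other lists in this paragraph kept their counts when adjusted over the list alone. The genes near CDK12 on chromosome 17 did not move together: of 29 tested, 5 were higher and 3 lower (4 and 5 with median-ratio scaling or quantile normalization), among them ERBB2, the receptor kinase HER2, from 34.2 ± 1.34 to 48.5 ± 1.21 FPKM (0.50), and RAPGEFL1 (-0.80). They numbered 3 and 5 without siCtrl replicate 1 and 3 and 3 without siCDK12 replicate 3.

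Because CDK12 acts in elongation, fold changes were set against the genomic span of each gene. Across genes, which are not independent replicates, the log2 fold change fell weakly with span (Spearman rho -0.0536). In the shortest quartile of genes, up to 12.1 kb, 17.8% were higher and 12.4% lower; in the longest, from 71.1 kb, 12.3% were higher and 13.8% lower. Other splits of the same 6 libraries gave rho of up to 0.282 in size, and 8 of the 10 splits, the real one included, gave one at least as large. From the lowest to the highest quartile of mean FPKM the rho was -0.125, -0.115, -0.0499 and -0.0020. It was -0.00681 without siCtrl replicate 1, -0.0222 without siCDK12 replicate 1, -0.102 without siCDK12 replicate 2 and -0.110 without siCtrl replicate 3.

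Few markers of fibroblasts, immune cells or endothelium reached the level tested. Of 15 fibroblast markers 1 was tested, COL1A1, which rose from 7.93 ± 0.45 to 10.9 ± 0.318 FPKM (0.45), and of 15 immune markers 2 were tested, of which CD8A fell from 3.18 ± 0.251 to 1.92 ± 0.255 FPKM (-0.70) and LYZ did not pass (1.47 ± 0.65 against 1.34 ± 0.208 FPKM). The endothelial list had 2 of 11 members tested, ERG and ESAM, with 0 called by limma and 0 at an unadjusted p under 0.05. Luminal markers gave 5 higher and 4 lower of 18, with CDH1 (0.35) among the rises and MLPH (-0.45) beside AGR2 among the falls. Basal markers gave 2 higher and 3 lower of 9, with SFN (0.30) higher. With any library left out 1 or 2 basal markers were higher and 0 or 1 lower. These counts did not differ when adjusted over the lists alone.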

Values the study reported

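In LY2 cells with CDK12 knockdown, the study reported 1361 downregulated and 851 upregulated genes relative to siCtrl. It put the share of CDK12-regulated genes that are direct ER targets at nearly 30% (394 genes), counted among the downregulated genes only.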

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

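These alternatives were chosen before the data were examined. CDK12 kept its fall and its call under each of them. The total of 3269 genes ranged from 2665 to 3292 under other pseudocounts, filters, scalings and variance estimates and from 2241 to 2810 with 1 library left out; every called gene shared with these settings kept its direction. With 1 library left out, 1193 to 1607 genes were higher and 1048 to 1203 lower, the fewest rises without siCDK12 replicate 3; fewer samples give fewer calls. A fold minimum of 0.5 on the log2 scale left 411 genes, 169 higher and 242 lower, by construction. The replicate numbers did not pair the samples: deviations of same-numbered libraries correlated at -0.00287, 0.0197 and -0.0279, against -0.0963 to 0.0955 for other pairs, and not every library correlated best with its own number. With the replicate block, 2758 genes were called, 1550 higher and 1208 lower. The block ended the calls of PRPF4 and SNRPG and the camera call of the glycolysis and hypoxia list, and changed no other call of the named genes or lists. The estrogen early-response list had 60 to 67 members lower and 16 to 20 higher with 1 library left out, and 62 and 15 with no filter. The trend with gene span ranged from -0.110 to -0.00681 with 1 library left out and, by quartile of mean FPKM, from -0.125 in the lowest to -0.0020 in the highest; why it differed between libraries and quartiles was not tested. Of 1536 comparisons of 97 named genes with an alternative, 1492 kept the side of the threshold and 44 missed it. Among genes called in the main test, 0 changed sign. For genes not called, such as MED1, changes of sign were not counted. Count models were not run, since the table holds FPKM. Small changes were missed in part in the simulated data, where 52% of changes of 0.25 were recovered. Only 200 of the 11533 genes were changed there, with 187 calls, against 3269 calls in the real comparison. With fewer changed genes the same adjusted p asks for a smaller unadjusted p. The 52% therefore does not give the share recovered in the real comparison. Depth was not varied in that simulation either.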

Other observations

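The splits of the 6 libraries were chosen as a test after the result was seen, as were those within the quartile of lowest mean FPKM, and the interferon test after that list's falls were seen; the other tests were set before their results were seen. Oxidative phosphorylation genes had 17 of 71 members higher and 3 lower, the same when adjusted over the list alone, with ATP5MC1 (log2 fold change 0.33), NDUFS5 (0.26) and NDUFA7 (0.18) among the rises; median-ratio scaling gave 6 higher and 4 lower, and no variance trend 5 and 0. The number higher was 8, 9 and 5 without siCDK12 replicates 1, 2 and 3 and 8, 6 and 24 without siCtrl replicates 1, 2 and 3. Camera gave adjusted p = 0.294, and 0.00608 without siCtrl replicate 3 (0.00608 to 0.708 over all alternatives). Of 37 cholesterol and lipid synthesis genes, 8 were lower and 4 higher, with the citrate lyase ACLY (-0.24) lower and INSIG2, a retention factor for sterol regulators (0.47), higher; 2 were higher without siCDK12 replicate 1 or 3 or siCtrl replicate 1 or 2, and 2 higher and 10 lower with median-ratio scaling. Endoplasmic reticulum chaperone genes gave 5 higher and 5 lower of 33, but 1 lower without siCDK12 replicate 3 or siCtrl replicate 1, 2 lower without siCDK12 replicate 2 or siCtrl replicate 2 and 3 lower without siCDK12 replicate 1, with the transcription factor CREB3L1 from 9.22 ± 0.359 to 16.7 ± 1.8 FPKM (0.85). Of 38 ATF4 targets 7 were higher and 4 lower (9 and 4 when adjusted over the list alone; 5 and 6 over all genes with median-ratio scaling; 5 and 2 without siCDK12 replicate 3), with TRIB3 (0.27) higher and WARS (-0.23) lower. Heat shock chaperones gave 4 lower and 1 higher of 26, the rise being BAG3, a co-chaperone of HSP70 (0.44), and SERPINH1 (-0.22) being among the falls; 2 were lower without siCDK12 replicate 3 and 2 higher without siCDK12 replicate 1. Of 23 replication-dependent histone genes 5 were higher and 1 lower, HIST2H2BE (-0.51), and histone genes share near-identical sequence. Histone rises numbered 1 with no filter or without siCtrl replicate 3, 2 without siCDK12 replicate 1 or siCtrl replicate 2 and 3 without siCDK12 replicate 2. The cholesterol, endoplasmic reticulum, heat shock and histone counts were the same when adjusted over the list alone, and none of these lists passed camera.

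With limma on FPKM, the study's number of upregulated genes has a counterpart here of 1853 genes, beside 1416 lower. The 1853, and the 1368 with median-ratio scaling (1681 lower), are higher than the value quoted from the study above, from DESeq2 on read counts.

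The split of the 6 libraries by group gave 3269 called genes and the highest of the other splits 0, with at most 460 genes at an unadjusted p under 0.05. Of the 10 splits 1, the real one, gave as many, and 10 splits are too few for a share under 0.05.

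More genes were called higher than lower, and the scaling of the FPKM values is a candidate explanation. With median-ratio scaling 44.9% of calls were higher, but that scaling centres the fold changes and would also remove a broad rise in the cells, so that the 2 cannot be told apart. Of the 3269 genes called, 2784 were also called with median-ratio scaling, each in the same direction. No biological explanation was tested.

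Over 11420 genes the rho of log2 fold change with gene span was -0.0517 (95% interval -0.0702 to -0.0339). The partial rho given GC content, transcript length and mean FPKM was -0.0208 (-0.0392 to -0.00161), smaller in size than had been set in advance for a loss from long genes. These intervals resample genes and not libraries. The raw rho was -0.102 without siCDK12 replicate 2 and -0.110 without siCtrl replicate 3. It lay between -0.0426 and -0.00681 without each of the other libraries. The partial rho was not computed with a library left out. With all libraries, a loss of the size set in advance was not seen over all genes. Because the trend differed between libraries, such a loss stays open. Transcript length (partial rho -0.0478) and mean FPKM (-0.0796) did not account for the trend. Given GC content alone the partial rho was 0.00765 (-0.01 to 0.0259), so GC content may account for the trend over all genes; the fold change followed GC content with a rho of 0.153, and 6 of the 10 splits of the libraries, the real one included, gave one as large in size. In the quartile of lowest mean FPKM the partial rho was -0.073 (-0.109 to -0.0379) given GC content and -0.0676 (-0.104 to -0.0335) given all 3 measures. There 3 of the 10 splits, the real one included, gave a raw rho as large in size, so that loss from long genes, GC content and differences between libraries cannot be told apart.

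Interferon-stimulated genes were lower with siCDK12, and a candidate explanation is that a single library sets the difference. With each library left out in turn at least 20 of the 49 members were lower, against 34 with all libraries, which argues against a single library as the whole source. The list mean of siCDK12 replicate 2 (-0.01) lay near that of siCtrl replicate 2 (0.05), and untransfected cells were not analysed here. A response to the control siRNA, an effect of CDK12 loss and other differences between libraries therefore stay open.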
